A study of Mus musculus with 2 samples. Its data were reported in "Ngn3 Regulates Differentiation Competence of Retinal Progenitor Cells Through Transcriptional and Epigenetic Modification" (2026).

How the data were processed

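Chromatin accessibility was profiled by ATAC-seq, an assay in which the Tn5 transposase cuts and tags DNA that is not packed in nucleosomes, so that sequenced fragments pile up at open regions. Late retinal progenitor cells (RPCs), the dividing cells of the newborn mouse retina that give rise to rods, bipolar cells and Müller glia, were electroporated in vivo at postnatal day 1 with a control or a Neurog3 overexpression (Ngn3-OE) plasmid that also marked the cells with GFP. GFP-positive cells were sorted by fluorescence-activated cell sorting at day 2 after electroporation. Each of the 2 groups, control and Ngn3-OE, had 1 library, and groups were taken from the sample titles.

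The authors made each library from 50000 sorted cells. The genome build was mm10, with Bowtie2 as the aligner and Trimmomatic for read trimming. Only short fragments, up to 120 bp, went into peak calling, which the authors ran in MACS2 2.2.4 with a q-value limit of 0.05 after deepTools 3.1.3 had moved the read ends to the centre of the Tn5 cut (4 bp forward, 5 bp back). Reads from the mitochondrial genome (SAMtools 1.6), reads in regions on the blacklist (bedtools 2.30.0) and reads marked as PCR copies (Picard 2.20.4) were filtered out before that step. Peaks were called in each library separately, and the deposited peak lists are the starting point here. The shift and the small-fragment filter suit a map of open regions and leave out longer nucleosomal fragments, so the lists describe nucleosome-free DNA.

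The deposited lists give, for each peak, an integer score, a fold enrichment at the summit over the local background, the −log10 of the p-value and of the q-value, and the distance of the summit from the peak start. These values are the authors' own and were used to describe, rank or filter peaks within one list. The ranks, and the counts left by a filter, were then compared between the lists. The values are not normalised between libraries, so no fold enrichment itself was compared between control and Ngn3-OE for single peaks. A fixed limit on −log10 q need not mean the same in both libraries. Lists of the authors' differential regions and the RNA-seq data were not used here.

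Lines with the same interval, which MACS2 writes for a peak with several summits, were merged into 1 peak that kept the summit with the highest −log10 q, and lines outside the assembled chromosomes were left out. The tag pileup at each summit and the local background were solved from the fold enrichment and the −log10 p of the deposited lists, which MACS2 derives from the pileup and the background through a Poisson distribution. A whole-number pileup was recovered for 100% of the peaks of both libraries, with a largest residual of 0.00068 in control and 0.0019 in Ngn3-OE. The length to which the authors extended a tag is not stated, so the pileup is given as tags at the summit and not as a read depth.

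A peak was counted as shared when it overlapped a peak of the other library by at least 1 bp, and as control-only or Ngn3-OE-only otherwise. These last sets are called one-library peaks. The rank percentile of a peak is its place in its own list by −log10 q, from 0 for the weakest to 100 for the strongest. Properties of the shared set were taken from the control list. Summits were placed on the GENCODE release M21 basic annotation as promoter (within 3 kb of any transcription start site), coding exon, untranslated or noncoding exon, intron or intergenic, in that order. The reference sequence was GRCm38, the same build as mm10, and no peak ended past the end of any of the 21 chromosomes. Motif searches on both strands used the 100 bp on each side of the summit, with the E-box consensus RCCATCTGBY and the SOX-type consensus CCWTTGT, where R is A or G, B is any base but A, Y is C or T and W is A or T. Near-identical copies of a peak were searched with blastn 2.17.0 and counted when they covered at least 90% of the peak at 95% identity or more.

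With 1 library per group, no test of the condition is possible. No p-value is given, and the data cannot say whether a difference between the libraries exceeds the variation between animals or preparations. Shares are given with 95% Wilson intervals, differences of shares with Newcombe intervals built from them, and log2 ratios of counts with a normal interval from the counts. All these intervals cover counting error only, and neighbouring peaks are not independent.

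Named genes were fixed before the data were examined: Neurog3, the genes that the study names for this system and common targets or markers of proneural factors, progenitors and glia, 29 in all, each with 10 kb on either side. The 5 one-library peaks of each library with the highest −log10 q were also to be named. Alternatives fixed at the same time were stricter q thresholds, other definitions of overlap, equal list lengths of 50000 peaks, ranking by fold enrichment, other promoter and motif windows, core motifs, GC-matched sets and wider gene flanks. Thresholds on −log10 q of 10 or more, the top 20% by fold enrichment, and everything on the sequence GGATTA, were chosen after seeing the data.

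The overlap, motif and pileup code was first tested on simulated data. All 13984 planted overlaps among 20000 simulated peaks were recovered, with 0 false calls. All 392 E-boxes planted in 4000 sequences were recovered. Random sequences that already matched the E-box were discarded beforehand, so false E-box calls could not arise. Only 1 form of the E-box was planted, on either strand, and the SOX pattern was not tested. The pileup was recovered exactly for 100% of 3000 simulated peaks. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.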

Results

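ATAC-seq peak lists were examined for GFP-sorted control and Ngn3-OE late RPCs, with 1 library per group. Without replicates, the differences below describe these libraries and carry counting error only. The control list had 128853 lines and the Ngn3-OE list 136761, of which 159 and 150 lay outside the assembled chromosomes. After merging of lines that shared an interval, the control library had 117165 peaks and the Ngn3-OE library 124935, a difference of 7770 peaks or 6.63%. At a −log10 q of at least 5, the setting that moved these numbers most, 76995 control and 81682 Ngn3-OE peaks remained.

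The lists were alike in peak shape and in the depth behind each peak. The median peak width was 132 bp in control and 130 bp in Ngn3-OE, and the peaks covered 18.8 Mb and 19.8 Mb. The median of the authors' fold enrichment was 6.34 in control and 6.36 in Ngn3-OE. The median pileup at the summit was 9 tags in both libraries, with quartiles of 6 and 18 tags in control and 5 and 18 tags in Ngn3-OE. In control 25% of peaks rested on at most 5 tags, against 25.3% in Ngn3-OE. The lowest background used in peak calling, which reflects the genome-wide tag density, was 0.2615 tags in control and 0.2571 tags in Ngn3-OE, a ratio of 0.983. If tags were extended to the same length in both, the libraries had nearly the same depth. The X chromosome held 2.32% of control peaks (95% CI 2.23 to 2.40) and 2.29% of Ngn3-OE peaks (95% CI 2.205 to 2.37), and these shares could not be told apart at this depth.

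The overexpressed gene was examined first, as a check of the labels. Neurog3 (ENSMUSG00000044312.4) lies on the plus strand of chromosome 10 from 62133090 to 62134763 (mm10) and has 2 exons. The control list had 0 peaks within 10 kb of it. The Ngn3-OE list had 1 peak there, from 62133456 to 62134106, with 4 summits and a width of 651 bp. It was the strongest peak of its list, with a −log10 q of 1513.3, a fold enrichment of 23.1 and a pileup of 1591 tags, while the next-highest −log10 q in the list was 321 and the next-highest pileup 326 tags. The coding sequence with its stop codon spans 62133463 to 62134107, or 645 bp, all in the second exon. The peak began 7 bp before the coding sequence and covered 99.8% of it, and 98.9% of the peak lay inside it. No peak was called over the first exon (62133090 to 62133327) or over the part of the second exon past the stop codon. The local background at the peak was 67.8 tags, against 0.2571 genome-wide, so a peak of usual height so close to it was unlikely to be called.

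**Figure D1:**
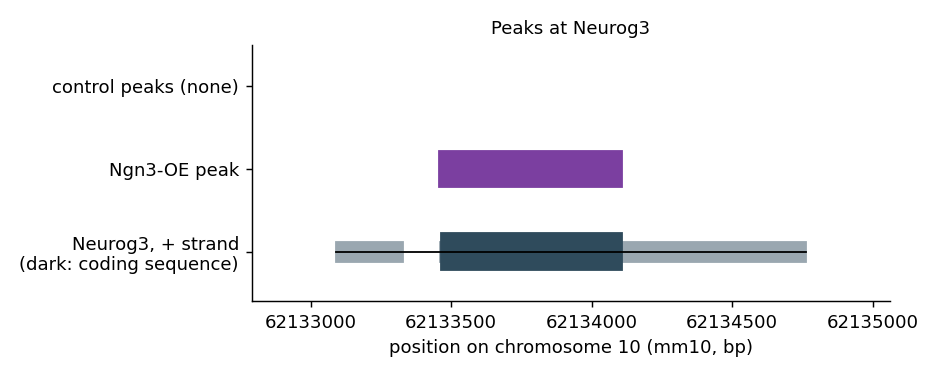
Peaks of both libraries at Neurog3 on chromosome 10 (position in bp, mm10), with exons in grey, the coding sequence in dark blue and the Ngn3-OE peak in purple. The peak from 62133456 to 62134106 matches the coding sequence from 62133463 to 62134107, and the control library has no peak.

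To ask how far the open regions of control and Ngn3-OE late RPCs coincide, the lists were compared by overlap. Of the control peaks, 91741 (78.3%, 95% CI 78.1 to 78.5) overlapped an Ngn3-OE peak. Of the Ngn3-OE peaks, 91665 (73.4%, 95% CI 73.1 to 73.6) overlapped a control peak. With a −log10 q of at least 5 asked of the queried list only, these shares rose to 92.1% and 89.7%, the largest move among the settings tried. One-library peaks were weaker and narrower than shared peaks. Their median pileup was 5 tags in both lists, against 11 tags for shared peaks, and their median width was 83 bp for control-only and 82 bp for Ngn3-OE-only peaks, against 151 bp. The share of peaks with a counterpart rose with strength from 39.6% in the lowest 10% of ranks to 99.99% in the highest in control, and from 30.9% to 99.98% in Ngn3-OE.

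**Figure D2:**
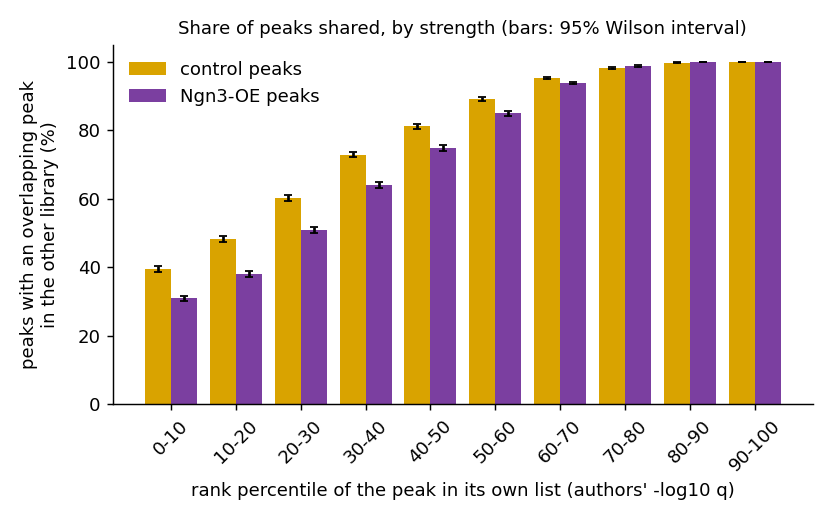
Percentage of peaks that overlap a peak of the other library, by steps of 10 rank percentiles within each list (95% Wilson intervals), for control (yellow) and Ngn3-OE (purple). The share climbs from 39.6% and 30.9% in the weakest step to nearly all peaks in the strongest.

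Control had 25424 one-library peaks and Ngn3-OE had 33270, a log2 ratio of 0.39 (95% CI 0.36 to 0.41). Because the number of shared peaks is nearly the same from either side, this ratio follows the difference in list length, and with the top 50000 peaks of each list it was 0.0058. The ratio also depended on the strength asked of the one-library peak. At a −log10 q of at least 5 there were 8446 Ngn3-OE-only and 6076 control-only peaks, a log2 ratio of 0.48 (95% CI 0.43 to 0.52). At thresholds chosen after seeing the data, the direction changed. At 10 or more the counts were 722 and 724. At 15 or more they were 117 Ngn3-OE-only and 183 control-only peaks, a log2 ratio of −0.65 (95% CI −0.98 to −0.31), and at 20 or more 29 and 54, a log2 ratio of −0.90 (95% CI −1.55 to −0.25).

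**Figure D3:**
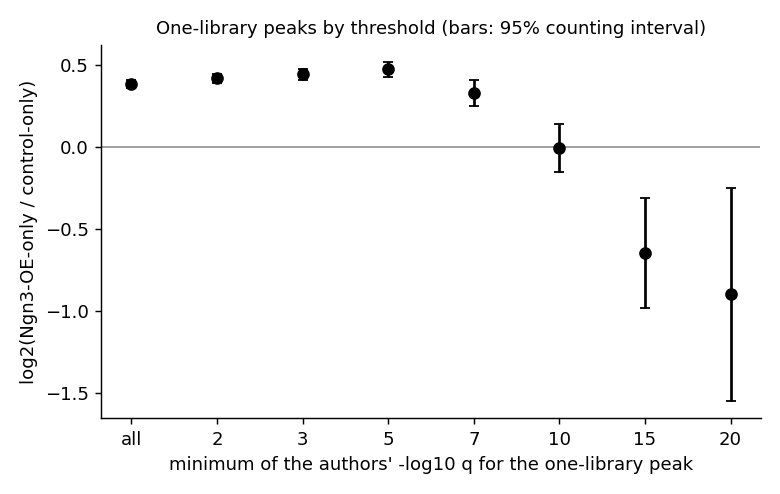
Log2 ratio of Ngn3-OE-only to control-only peak counts against the minimum −log10 q asked of the one-library peak (points, with 95% counting intervals). The ratio is 0.39 over all peaks and falls below 0 to −0.65 at 15 and −0.90 at 20.

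Few strong peaks lacked a counterpart. Among the top 10% of each list, 1 control and 3 Ngn3-OE peaks had no overlapping peak in the other library, and among the top 20%, 31 control and 17 Ngn3-OE peaks. The control-only peak of the top 10% lay on chromosome 12 from 70068987 to 70069168, in an intron of Nin, with a −log10 q of 45.7 and a pileup of 41 tags. The other 4 of the strongest 5 control-only peaks were on chromosome 3 from 29701185 to 29701399 (intergenic), on chromosome 13 from 60337464 to 60337668 (intergenic), on chromosome 7 from 79388744 to 79388974 near Rlbp1, and on chromosome 10 from 39044675 to 39044944 in an intron of Lama4, with −log10 q from 32.9 to 36.8. In Ngn3-OE, the Neurog3 peak was followed by an intergenic peak on chromosome 14 from 103356151 to 103356387, 9.475 kb from the nearest start site, that of Mycbp2, with a −log10 q of 52.9 and a pileup of 39 tags. The third was an intergenic peak on the X chromosome from 21680562 to 21680625 with a −log10 q of 46.9. It was only 64 bp wide, and its sequence has 9 near-identical copies in the assembled chromosomes, itself included, so its position is uncertain. The remaining 2 lay on chromosome 13 from 9011764 to 9011818, in an intron of Gm36264, and on chromosome 7 from 104950351 to 104950469, 0.159 kb from a start site of Gm5900, with −log10 q of 38.8 and 34.9. The last of these has 2 copies in the genome.

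Peaks were then placed on the gene annotation. Promoters held 34.4% of shared peaks (95% CI 34.1 to 34.7), 21.3% of Ngn3-OE-only peaks (95% CI 20.8 to 21.7) and 20.0% of control-only peaks (95% CI 19.5 to 20.5). With promoters taken as 1 kb, the setting that moved these shares most, they were 26.8%, 13.2% and 12.4%. Introns held 36.1% of shared, 45.1% of Ngn3-OE-only and 43.5% of control-only peaks, and intergenic sequence 26.9%, 30.7% and 33.8%. One-library peaks of both kinds were therefore less often at promoters than shared peaks, by a margin well beyond counting error. They were also the weaker peaks.

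The study names an E-box for regions that gained accessibility and SOX motifs for regions that lost it, so both were counted around the summits of the one-library sets. An E-box is the DNA site of basic helix-loop-helix factors such as Neurog3, and SOX factors bind the other motif. The E-box RCCATCTGBY was found at 4.66% of Ngn3-OE-only peaks (1549 of 33270, 95% CI 4.43 to 4.89), 4.06% of shared peaks (95% CI 3.94 to 4.19) and 2.14% of control-only peaks (544 of 25424, 95% CI 1.97 to 2.32). Ngn3-OE-only exceeded control-only peaks by 2.52 percentage points (95% CI 2.23 to 2.80). The SOX motif CCWTTGT went the other way. It was found at 6.64% of Ngn3-OE-only peaks (2209 of 33270, 95% CI 6.38 to 6.91), 7.84% of shared peaks (95% CI 7.67 to 8.02) and 12.3% of control-only peaks (3115 of 25424, 95% CI 11.9 to 12.7), a difference of −5.61 points (95% CI −6.10 to −5.13).

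Both differences widened with the strength of the peaks. At a −log10 q of at least 5 the E-box was found at 6.18% of Ngn3-OE-only and 1.498% of control-only peaks, a difference of 4.68 points, and the SOX motif at 6.29% and 16.9%, a difference of −10.6 points. At 10 or more, a threshold chosen after seeing the data, the E-box was found at 8.03% (58 of 722 peaks, 95% CI 6.27 to 10.2) and 1.38% (10 of 724 peaks, 95% CI 0.752 to 2.52), and the SOX motif at 5.68% (95% CI 4.21 to 7.61) and 25.3% (95% CI 22.2 to 28.6). Of the settings tried, this threshold moved both differences most, to 6.65 and −19.6 points. In shared peaks the shares hardly moved with the threshold, from 4.06% to 3.95% for the E-box and from 7.84% to 8.10% for the SOX motif.

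**Figure D4:**
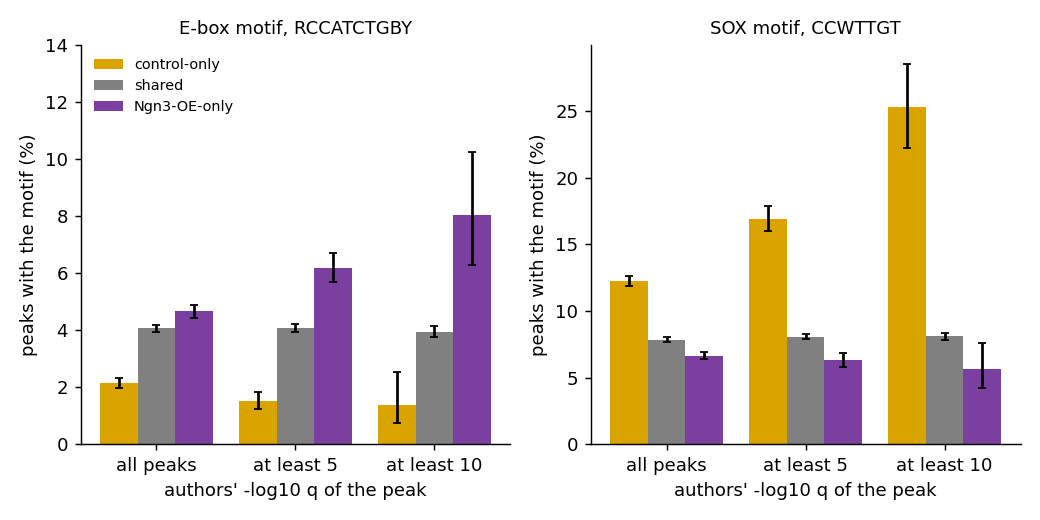
Percentage of control-only (yellow), shared (grey) and Ngn3-OE-only (purple) peaks with the E-box or the SOX motif within 100 bp of the summit, over all peaks and at a −log10 q of at least 5 and 10, with 95% Wilson intervals. The E-box share of Ngn3-OE-only peaks goes from 4.66% to 8.03%, and the SOX share of control-only peaks from 12.3% to 25.3%.

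To include regions open in both libraries, shared peaks were ordered by how far their rank percentile moved from the control to the Ngn3-OE list. Over the 91741 shared peaks the rank percentiles of the lists had a Spearman rho of 0.781 and a Pearson r of 0.735, across peaks, which are not independent replicates. The 10% of peaks that rose most moved by a median of 35.3 rank percentiles, and 5.57% of them had the E-box (95% CI 5.12 to 6.06), against 2.28% (95% CI 1.99 to 2.60) of the 10% that fell most. For the SOX motif the shares were 6.49% (95% CI 5.999 to 7.01) and 15.2% (95% CI 14.4 to 15.9). The upper minus lower difference was 3.29 points for the E-box and −8.68 points for the SOX motif, and with the upper and lower 5% it was 4.23 and −11.4 points.

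At the 29 genes fixed beforehand the libraries had similar numbers of peaks. Control had 206 peaks at them, of which 47 were control-only, and Ngn3-OE had 207, of which 48 were Ngn3-OE-only. There were more Ngn3-OE-only than control-only peaks at 13 genes, fewer at 11 and as many at 5, and 28 genes, all but Neurog3, had a peak in both libraries. With 50 kb on either side the one-library counts were 88 and 98. At a −log10 q of at least 5 they were 10 and 15. The strongest control-only peak at these genes lay 1810 bp from the start site of Rlbp1, a Müller glia gene, on chromosome 7 from 79388744 to 79388974. It had a −log10 q of 33.7, a pileup of 41 tags and a SOX motif, and it ranked above 87.3% of control peaks. Next came a peak outside the body of Sox2, a progenitor and glial gene, on chromosome 3 from 34653968 to 34654110. It had a −log10 q of 16.0, a pileup of 24 tags and a SOX motif. The third lay in an intron of Notch1 on chromosome 2 from 26475513 to 26475698, with a −log10 q of 13.3 and no SOX motif. Apart from Neurog3, the strongest Ngn3-OE-only peaks at these genes were weaker. The first lay outside the body of Nr2e3, a rod gene, on chromosome 9 from 59941047 to 59941129 (−log10 q 9.85). It was 20 bp from a start site that is not that of Nr2e3. The others lay in an intron of Notch1 on chromosome 2 from 26496645 to 26496741 (−log10 q 9.38), and near the start site of Dll1, which encodes a Notch ligand, on chromosome 17 from 15375562 to 15375718 (−log10 q 8.82). None of these peaks had the E-box. Dll1 had 3 Ngn3-OE-only and 0 control-only peaks, and Hes1 0 and 3. These numbers per gene are too small to separate the libraries.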

Values the study reported

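The study reported 128,805 accessible peaks in control late RPCs and 136,708 in Ngn3-OE late RPCs. The fraction of reads in peaks was given as 40.73% for control and 44.02% for Ngn3-OE. Its differential analysis counted 2333 regions with higher and 5842 regions with lower accessibility after Ngn3-OE.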

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

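Thresholds of 10, 15 and 20 on −log10 q and the top 20% by fold enrichment were chosen after the results were seen. The other alternatives were fixed before the data were examined. Raising the threshold to a −log10 q of 5 cut the lists to 76995 control and 81682 Ngn3-OE peaks, by construction. A threshold of 2, counting every line and merging intervals left both numbers within 1.5 times.

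Control peaks were shared less under stricter overlap and more among strong peaks. The share was 68.0% with overlap of 50% of both peaks, 75% with summits within 100 bp, 81.7% at a −log10 q of 5 in both lists, 92.1% with that threshold in the queried list alone and 80.3% for the top 50000 peaks. For Ngn3-OE peaks the same settings gave 63.8%, 70.3%, 77.0%, 89.7% and 80.2%. The Ngn3-OE share was the lower one in each setting. The log2 ratio of one-library peaks under these settings was 0.27, 0.34, 0.41, 0.48 and 0.0058, the last because lists of equal length leave nearly equal remainders. At thresholds of 10, 15 and 20 it reversed to −0.0040, −0.65 and −0.90. The first of these has an interval that includes 0, and the cause of the reversal was not settled.

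Counts of strong one-library peaks were too small to be stable. For Ngn3-OE they were 1 in the top 5%, 17 in the top 20%, 5 in the top 10% and 27 in the top 20% by fold enrichment, and 5 with no summit within 500 bp, and for control 0, 31, 3, 42 and 3. Control had more than Ngn3-OE in the top 20% by either ranking, and fewer in the other settings, where the counts are 5 or below. Promoter shares of shared, Ngn3-OE-only and control-only peaks were 26.8%, 13.2% and 12.4% at 1 kb, 27.7%, 14.6% and 13.2% with protein-coding genes alone, and 37.0%, 22.9% and 20.9% at a −log10 q of 5. Shared peaks stayed highest in each.

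The E-box difference stayed above 0 in all settings run. It was 1.90 points with 50 bp windows, 3.01 with 250 bp, 5.23 with the core CATCTG, 4.68 and 6.65 at a −log10 q of 5 and 10, and 2.85 without promoters. The SOX difference stayed below 0, at −4.08 points with 50 bp windows, −8.38 with the core ATTGT, and −10.6 and −19.6 at a −log10 q of 5 and 10. Matching on GC left both within their intervals. Between the upper and lower 5% of rank shifts the differences were 4.23 points for the E-box and −11.4 points for the SOX motif, and ranking by fold enrichment left both within their intervals. Why the sizes moved was not tested.

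Of 116 recounts of one-library peaks at single named genes, 71 moved by more than 1.5 times, since most such counts are below 5. With 1 library per group leaving out a replicate was not an option, and no paired analysis was possible because the groups share no replicates. The median pileup in the lowest 10% of ranks was 3 tags in both libraries. Some peaks near the calling limit had more, such as 1 Ngn3-OE-only peak at Pax6 with a −log10 q of 1.40 and 10 tags. For peaks this weak the lack of a counterpart is not evidence of closed chromatin.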

Other observations

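The tests on the E-box and SOX patterns were written down before those results were seen. The tests on the Neurog3 peak, on sequencing depth and on shuffled orders of GGATTA were chosen only after the result was seen, and the GGATTA pattern itself was found in the data.

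The number of Ngn3-OE-only peaks here was 33270. That is higher than the number of regions with raised accessibility quoted from the study above. The number of control-only peaks here was 25424. That is higher than the number of regions with lowered accessibility quoted from the study above. The balance differs too. The study counted more lowered than raised regions, while Ngn3-OE-only peaks outnumber control-only peaks here, over all peaks and at a −log10 q of at least 5. Only at thresholds chosen after seeing the data were control-only peaks clearly more numerous, with 183 against 117 at 15 and 54 against 29 at 20. The presence or absence of a called peak is a different measure from a change in read density, and most one-library peaks here are weak.

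The Neurog3 peak is the strongest of the Ngn3-OE list and follows the coding sequence to within 7 bp, with 98.9% of the peak inside it. A candidate source is DNA of the overexpression plasmid, which would carry a Neurog3 coding sequence and be cut by Tn5 and aligned to the gene. Opening of the endogenous locus alone is argued against by the height, since the pileup was 4.88 times the next-highest of the library. Whether the endogenous locus opened as well remains open, because plasmid reads would cover its coding sequence, and the local background of 67.8 tags would hide a peak of usual height at the promoter. The peak fits the library labels, and it may be best left out of any list of regions gained after Ngn3-OE.

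By −log10 q thresholds chosen after seeing the data, the count of one-library peaks changed direction, with a log2 ratio of −0.65 at 15. By rank within each list, Ngn3-OE had 17 and control 31 in the top 20%, and 27 and 42 in the top 20% by fold enrichment, which is the same direction. In the top 10% Ngn3-OE had 3 and control 1, and by fold enrichment 5 and 3, counts too small to give a direction, and the Neurog3 peak is among the 3. Whether a difference in sequencing depth accounts for the excess of Ngn3-OE-only peaks over all peaks, or for the reverse at strict thresholds, cannot be told apart from other causes. The genome-wide background of Ngn3-OE was 0.983 of that of control, which gives no sign of a deeper Ngn3-OE library, but this background also scales with the tag length, which is not stated. The share of tags in peaks was not measured here. The fraction of reads in peaks quoted from the study above was higher in Ngn3-OE than in control. That goes in the direction of the excess over all peaks, but whether it accounts for either pattern stays open too.

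The E-box and SOX differences may reflect the activity of the overexpressed factor, and 3 technical explanations were tested. The Ngn3-OE-only and control-only sets were alike in strength, with a median pileup of 5 tags each and median rank percentiles of 20.4 and 19.2. Peak strength was also matched within each list, by comparing peaks within steps of 5% of rank. That sets one-library peaks against shared peaks, and not the one-library sets against each other. Ngn3-OE peaks with an E-box were Ngn3-OE-only more often than peaks of the same rank without one, by 5.33 points (95% CI 4.33 to 6.33), and control peaks with a SOX motif were control-only more often by 8.79 points (95% CI 8.001 to 9.57). With sets of 25375 peaks matched on GC content the differences were 2.37 points for the E-box and −5.57 points for the SOX motif. Of 100 shuffled orders of each consensus, 0 gave a difference as large for the E-box and 0 for the SOX motif. The shuffled differences ran from −0.159 to 0.260 points for the E-box and from −2.87 to 1.69 points for the SOX motif. The shares of the shuffled orders were not recorded, and an order that is rare in both sets cannot differ by many points. For the E-box the shuffles therefore cannot decide on base composition. Strength and GC content are each argued against as the whole cause of both differences, and base composition for the SOX motif alone. A biological difference between the cells is a hypothesis that remains, as do a different mix of sorted cells and any other difference between the preparations, since each group has 1 library.

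By the difference relative to counting error, and not by the ratio of shares, the 6-base sequence that set the one-library sets apart most clearly was not the E-box core. The full E-box was 2.18 times as frequent in Ngn3-OE-only as in control-only peaks over all peaks, a ratio that was not ranked. Among all 2080 sequences of 6 bases, counted with their reverse complements, GGATTA had the largest excess in Ngn3-OE-only over control-only peaks relative to counting error, over all peaks and at a −log10 q of at least 5 and 10. It was found at 20.0% of Ngn3-OE-only (95% CI 19.5 to 20.4), 15.03% of shared and 9.89% of control-only peaks (95% CI 9.53 to 10.3). At a −log10 q of at least 10 it was found at 25.3% (183 of 722) and 2.49% (18 of 724). The E-box core CATCTG ranked 10 over all peaks and at a −log10 q of at least 5, and 6 at a −log10 q of at least 10. At that last threshold it was found at 30.3% of Ngn3-OE-only and 15.2% of control-only peaks. Among shared peaks GGATTA was found at 22.02% of the 10% that rose most in rank and 8.60% of the 10% that fell most. At the other end of the list stood ACAATG, the core of a SOX site, at 8.98% of Ngn3-OE-only and 15.2% of control-only peaks.

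GGATTA, read on the other strand as TAATCC, is the core bound by homeodomain factors of the OTX and CRX kind, such as the Otx2 and Crx proteins. Tests of the same kind were run. Within steps of rank, and again against shared peaks of the same list, Ngn3-OE peaks with GGATTA were Ngn3-OE-only more often by 6.56 points (95% CI 6.01 to 7.11). The share difference was 10.6 points in GC-matched sets. Because GGATTA was picked from the one-library sets, the other orders of its letters were compared among shared peaks, between the 10% that rose and the 10% that fell most in rank. There GGATTA differed by 13.4 points, and 0 of the 89 other orders differed as much in that direction, the highest being 7.78 points. Among one-library peaks without the E-box core, the Ngn3-OE-only minus control-only difference was 11.4 points (95% CI 10.7 to 12.0). With all one-library peaks it was 10.1 points, so the sites do not merely accompany E-boxes. Strength, GC content, base composition and the E-box are argued against as the whole cause. One hypothesis is that factors which bind this site, and not Neurog3 itself, account for part of the regions present in the Ngn3-OE list alone. The peak lists do not test this, and a chance difference in the sorted cells stays open with 1 library per group.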
